A study of Mus musculus with 19 samples. Its data were reported in "SOX2 confers tumour permissiveness in a specific skin progenitor population" (2026).

How the data were processed

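RNA was taken from 15 mouse skin tumours and 4 samples of normal skin, and 1 library was made from each. The labels describe poly(A) libraries prepared with a strand-specific kit and paired-end Illumina sequencing, and name 2 sequencing facilities without saying which library went to which. Per the labels and the methods of the study, the authors trimmed the reads with TrimGalore, aligned them with Hisat2 to GRCm38 (annotation of Ensembl release 100), assigned them to genes with featureCounts, and adjusted the resulting table for a sequencing batch with ComBat-seq. ComBat-seq fits a negative binomial model per gene and maps each count to the quantile it would have held without the batch, so the deposited values are estimated counts rather than reads counted directly. They were whole numbers already, so rounding them left every value as it was. The table was not scaled for library size. It held 34807 genes and no gene with 0 in all 19 libraries. Whether read pairs or single reads were counted, and whether strand was used, is not stated. Totals per library were larger than the read number given in the labels, which is left unexplained here. The design had assumed plain counts; since the values carry a batch adjustment, they were treated as estimated counts, and the same count test was used.

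Adjustment for a batch changes what a count test measures, so its trace was looked for first. The labels do not give the batch. The study describes batches sequenced at different times and gives their sizes, but not which library was in which, and the size of the sets scanned here followed that description. Differences in the low counts of the libraries found had been seen before the scan. Every set of 4 of the 19 libraries (3876 sets) was taken in turn, and for each gene with a mean over 2 CPM (counts scaled by library size) the mean CPM of the set was compared with the mean of the other 15. The share of genes within 0.1 log2 was recorded. The same scan was tested on simulated counts for about the same libraries. With ComBat-seq run without a term for the groups, the true batch was found with 96.0% of 2979 genes inside that window. With a group term it was not found, and 17.6% of 2988 genes lay inside the window for the true set. Without any adjustment the value was 5.56% of 2988 genes.

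Gene positions and names came from GENCODE mouse release 21, which is on GRCm38 like the authors' annotation. Of the 34807 gene identifiers, 34694 matched and 113 did not. Coordinates are counted from 1.

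For the main comparisons, genes with at least 5 counts in at least 1 library were kept, the filter of the study, which left 32031 genes and dropped 2776. Counts were scaled with the trimmed mean of M values (TMM) and tested with edgeR 4.0.16 (R 4.3.3) by the quasi-likelihood F test (estimateDisp, then glmQLFit with robust estimation), two-sided, with p-values adjusted by the Benjamini-Hochberg method over all genes tested. An adjusted p under 0.05 counted as changed. The study itself used DESeq2. As in the study, K5 and K14 tumours were merged into 1 group of 9 after being compared with each other. All 19 libraries entered each fit so that the groups shared 1 estimate of the spread. CPM values in the text are scaled with TMM, except in the scan above and for Rn7sk and the histone sum, which were divided by the library total, and log2 CPM and list values use a prior count of 2. Errors on fold changes are standard errors derived from the fold change and the F statistic. In a group whose libraries all held 3 counts or fewer, a fold was computed against 3 counts and is given as a lower bound. This bound and all standard errors leave out any error of the batch adjustment. Libraries of 1 group were compared pairwise by a chi-square test of their counts, and none of the 37 pairs agreed within sampling noise (smallest chi-square per degree of freedom 25.9).

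Genes were named in the text by a rule. It covered the 25 genes that the text of the study names, and in each comparison the 3 genes per direction with the smallest adjusted p among those with an adjusted p under 0.05, an absolute log2 fold change over 1.5 and values that did not overlap between the groups compared. Single members of other lists were named where a list was broken down. A gene that the rule selected is not reported here. Genes outside this rule are said to be chosen after their values were seen. In all, 23 lists of genes (cell types, position on the body, keratinocyte states and signalling outputs) with at least 3 genes in the table were tested in 4 comparisons, 92 tests, with camera of limma 3.58.1 at a preset correlation of 0.01. The result was set beside fry and beside camera with an estimated correlation. The value of a list is the mean log2 difference of its genes minus that of all other genes. Sox2, Krt13 and Krt4 were also tested with two-sided exact permutation tests of log2 CPM.

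The test was checked on simulated data made from the real means and library sizes, with 200 of 32027 genes changed. edgeR recovered 186 of the 200 (93%) for 6 against 9 libraries with 8 false calls, and DESeq2 1.42.0 recovered 191 with 55 false calls. With 5 unchanged against 4 unchanged libraries edgeR made 0 calls among 32027 genes and DESeq2 made 21. In the same simulation, camera gave a list of 40 raised genes a p of 9.5e-183 and a list of 40 unchanged genes a p of 0.398 among 32027 genes. Because both tumour groups were compared with the same normal skin libraries, agreement between these comparisons was set beside 20 simulations in which neither group was changed. It was also recomputed with the skin libraries divided between the comparisons, 2 each, in all 6 divisions.

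The groups, the tests, the filter, the rule for named genes, the lists and most alternatives were fixed before the data were examined. These alternatives were DESeq2 size factors, no filter or filterByExpr, DESeq2 with the Wald test, 1 surrogate variable (sva 3.50.0), the replicate number as a block, K5 and K14 as separate groups, only the libraries of the compared groups, the divided skin libraries, stricter thresholds (adjusted p under 1e-05 with an absolute log2 fold change over 1.5) and leaving out each library in turn. Added after the data had been seen were a covariate for the set of 4 libraries found by the scan, the same fits within the 15 libraries outside that set (for the lists also with each library left out in turn), and protein-coding genes only without replication-dependent histone genes. Scaling affects the comparisons with skin. The median log2 fold change over all genes was -0.46 for Ivl tumours with TMM and -0.59 with DESeq2 size factors, and -0.60 and -0.71 for K5/K14 tumours. Directions below are relative to the TMM scale.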

Results

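To ask how the cell in which a tumour starts shapes its transcriptome, bulk RNA sequencing was done on mouse skin tumours and normal skin. An activated form of BRAF, a kinase of the MAPK pathway, had been switched on by a tamoxifen-inducible Cre recombinase. Cre was driven by the Ivl promoter, active in differentiating keratinocytes, or by the Krt5 (K5) or Krt14 (K14) promoter, active in basal keratinocytes. There were 6 Ivl tumours, 5 K5 tumours, 4 K14 tumours and 4 samples of normal wild-type skin, 19 libraries in all. Total counts per library lay between 45715309 and 72609771. The number of genes with a count of 0 did not follow depth. It was 3242 to 3670 in normal skin and 5562 to 10882 in the tumours.

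The first principal component held 54.7% of the variance and set the 4 skin libraries apart from all 15 tumours, and the second held 9.29%. Ivl tumours 1, 2 and 3 and K5 tumour 1 shared a feature. The labels do not place them together, and the study describes batches sequenced at different times without naming the libraries of each. Averaged over these 4 libraries, 96.6% of 13954 genes lay within 0.1 log2 of the mean of the other 15 libraries, skin included. Among all 3876 sets of 4 libraries the next highest share was 64.1% and the median was 29.5%. In a fit with a term for tumour or skin, the share for this set was 23.96%. The set held 3 Ivl tumours, 1 K5 tumour and no normal skin, too few for a test of its own. Each comparison is therefore given over all 19 libraries and again within the other 15, which comprised 3 Ivl, 4 K5 and 4 K14 tumours and 4 samples of skin.

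**Figure D1:**
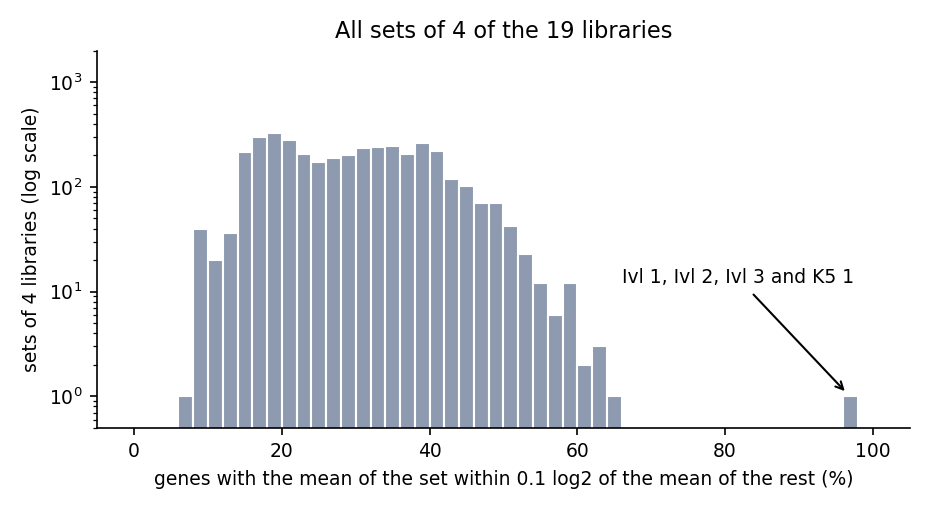
Number of sets of 4 libraries (vertical log axis) by the percentage of 13954 genes whose mean over the set lay within 0.1 log2 of the mean over the other 15 libraries (horizontal axis), for all 3876 sets. The set of Ivl tumours 1, 2 and 3 and K5 tumour 1 lies alone at 96.6%, and the next set at 64.1%.

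Tumours of each origin were first compared with normal skin. Of 32031 genes tested with edgeR, 11515 differed between Ivl tumours and skin at an adjusted p under 0.05, 6535 raised and 4980 lowered. Between K5/K14 tumours and skin 19916 genes differed, 7440 raised and 12476 lowered. Within the 15 libraries the numbers were 17566 (7101 raised, 10465 lowered) and 21191 (7654 raised, 13537 lowered). A stricter threshold, with an adjusted p under 1e-05 and an absolute log2 fold change over 1.5, left 3 genes in Ivl tumours, all lowered. In K5/K14 tumours it left 959, 767 raised and 192 lowered, so most were raised there. Among the alternatives that kept the threshold, the one within the 15 libraries moved the Ivl count most. The share of raised genes among those changed in Ivl tumours was 56.8% with TMM scaling, 45.6% with DESeq2 size factors and 40.4% within the 15 libraries, so the balance of directions depended on the scale. Values did not overlap between the groups for 7113 genes (22.2%) in Ivl tumours and 13253 genes (41.4%) in K5/K14 tumours. Chance gives 0.952% and 0.280% of genes.

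Both tumour groups raised many of the same genes. Of 7803 genes raised in either group, 6172 (79.1%) were raised in both. These made up 94.4% of the genes raised in Ivl tumours and 83.0% of those raised in K5/K14 tumours. At a log2 fold change over 3 and an adjusted p under 0.001, 345 genes were raised in both, out of 375 in Ivl and 585 in K5/K14 tumours. Across genes, which are not independent replicates, the log2 fold changes of the groups correlated at r = 0.869. Part of this came from the shared skin libraries, since 20 simulations without any change gave a median r of 0.666 (0.655 to 0.677), although only 1 of them held a raised gene. With the skin libraries divided between the comparisons, the median share over 6 divisions was 65.0% (57.4% to 69.9%). The median number of strongly raised genes was 41.5 (0 to 107) and the median r was 0.766 (0.674 to 0.774). Within the 15 libraries the share was 78.8%, the number 495 and r 0.910.

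Of 25 genes that the study discusses, 20 differed between Ivl tumours and skin over all genes tested (19 raised, 1 lowered) and 22 between K5/K14 tumours and skin (19 raised, 3 lowered). Adjusted over the list alone, 22 and 22 differed. The study chose these genes on the same samples, so the latter counts are not independent evidence. Krt6b rose by a log2 fold change of 6.76 ± 0.81 (SE, edgeR adjusted p 1.8e-05) in Ivl and 7.27 ± 0.82 (adjusted p 2.0e-06) in K5/K14 tumours. Krt6a rose by 4.70 and 4.65, but these genes are near-identical copies and their counts are uncertain. Myc rose by 1.06 and 1.14, Anxa1 by 2.29 and 1.81, and Hif1a by 1.88 and 1.96. Hif1a shares sequence with other annotated genes, which leaves its counts uncertain too. Il24 held at most 1 count in any skin library and was at least 190-fold higher in Ivl and at least 791-fold higher in K5/K14 tumours. Sox9 was lower, with log2 fold changes of -1.31 and -2.01. Mki67 did not differ (0.29, adjusted p 0.377, and -0.17, adjusted p 0.549).

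The rule for named genes gave 6 genes for each of these comparisons. Nuak2 (ENSMUSG00000009772, GRCm38 chromosome 1, 132316126 to 132333488) was raised in both, from 18.1 CPM ± 2.01 (SD, n = 4) in skin to 59.7 ± 13.3 (n = 6) in Ivl and 71.2 ± 11.2 (n = 9) in K5/K14 tumours. Its log2 fold changes were 1.72 (edgeR adjusted p 1.8e-05) and 1.98 (adjusted p 6.3e-07). The other raised genes were Bod1 (1.68) and Ccdc124 (1.51) for Ivl tumours, and Pafah1b3 (1.63) and Pqlc1 (2.39) for K5/K14 tumours. The lowered genes were the same in both, namely Rnu1a1, Gm24305 and Gm18422. Rnu1a1 was at least 401-fold and at least 336-fold lower, Gm24305 at least 47.2-fold and 39.4-fold, and Gm18422 at least 35.4-fold and 29.6-fold. Rnu1a1 and Gm24305 are copies of the U1 small nuclear RNA, whose reads cannot be assigned to one copy with certainty.

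U1 RNA carries no poly(A) tail, and other transcripts without one were lower in tumours as well. Of 806 transcripts without such a tail, 415 (51.5%) were higher in all 4 skin libraries than in all 11 tumours among the 15 libraries, against 25.4% of 31225 other genes and 0.0733% by chance. Of 63 replication-dependent histone genes 52 (82.5%) were, and of 18 proliferation genes 0 were. Rn7sk lay between 2279 and 3275 CPM in skin and between 5.10 and 13.3 CPM in those 11 tumours. In the set of 4 libraries it was 2.12 CPM in Ivl tumour 1, 2.36 in K5 tumour 1, 1283 in Ivl tumour 2 and 934 in Ivl tumour 3. Of the lowered genes, 35.8% in Ivl and 41.7% in K5/K14 tumours were protein-coding, against 56.1% of all genes tested.

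**Figure D2:**
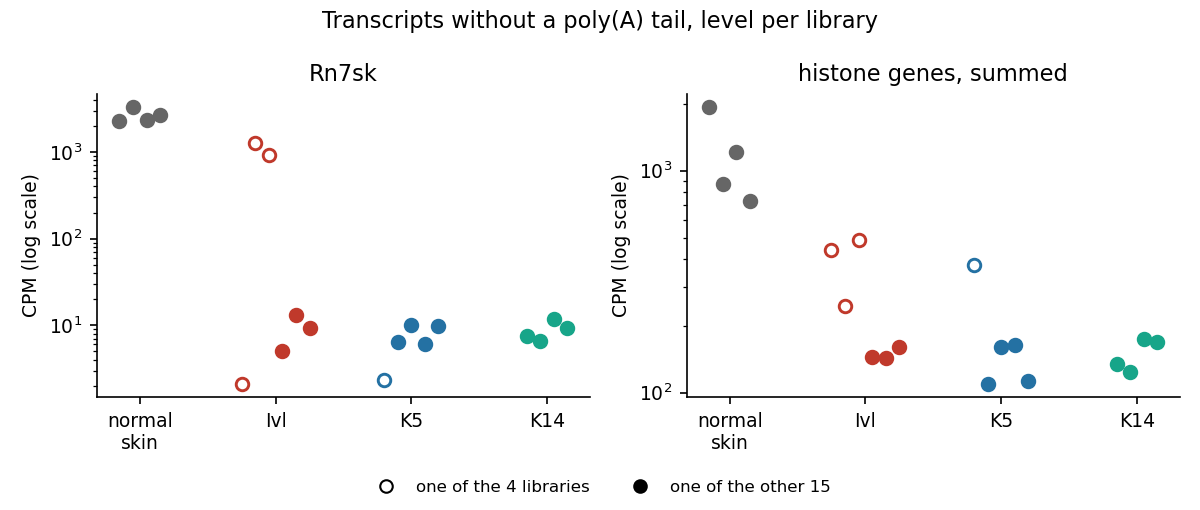
Rn7sk and summed replication-dependent histone transcripts (CPM, log axis) in each library, by group, with open circles for the set of 4 libraries. Rn7sk lies between 2279 and 3275 CPM in normal skin and between 5.10 and 13.3 CPM in the 11 tumours outside the set.

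Lists of marker and programme genes were then tested. In all, 33 of 92 tests passed an adjusted p of 0.05 with camera (24 up, 9 down). Of these, 22 held under fry and 0 under an estimated correlation, the alternative that moved them most. Values are mean log2 changes relative to all other genes. Some lists overlap. Of the 25 genes of the study 13 are in another list, and 4 of the 12 oral and mucosal genes are genes of the study. Both tumour groups raised, against skin, neutrophil genes (3.002 in Ivl, 3.13 in K5/K14), basal (1.35, 1.57) and differentiated (2.46, 2.83) keratinocyte genes, MYC targets (1.67, 1.81), proliferation genes (1.45, 1.51), the STAT3 and IL-6 response (2.81, 3.39), oral and mucosal epithelium (6.24, 4.35) and the genes of the study (2.96, 2.68). The p53 targets passed in Ivl tumours (0.86) and skeletal muscle genes in K5/K14 tumours (-6.74). All 18 of these results held under fry. That of the p53 targets no longer passed with camera without Ivl tumour 1 (0.80, adjusted p 0.0520) or normal skin 1 (0.76, adjusted p 0.0585). The adipocyte, T cell, macrophage and monocyte, sebaceous gland and mast cell lists passed with camera in no comparison, with values between -4.38 and 1.48. Under fry the adipocyte list passed in Ivl (adjusted p 0.0050) and K5/K14 tumours (7.4e-04) against skin, with all 10 genes lower in both. The other tests that passed under fry and not with camera were those of trunk HOX genes in Ivl tumours (adjusted p 0.027) and of sebaceous gland (0.019), MAPK output (0.020) and p53 target (0.0014) genes in K5/K14 tumours against skin. Within the 15 libraries 34 of 92 tests passed with camera, 24 of them under fry and 2 under an estimated correlation, both for oral and mucosal epithelium. The lists that passed against skin were the same there, and skeletal muscle genes passed in Ivl tumours too (-6.56). This did not hold when Ivl tumour 4 or 5 or any of the skin libraries was left out (-6.75 to -5.51, adjusted p 0.0564 to 0.0823). The skeletal muscle result in K5/K14 tumours was lost without normal skin 2, 3 or 4 (-6.77 to -6.27, adjusted p 0.0525 to 0.0542), and the p53 result in Ivl tumours without normal skin 1 (0.96, adjusted p 0.0552).

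To find what set the tumours of different origin apart, Ivl tumours were compared with K5/K14 tumours. Over all 19 libraries 756 genes differed, 566 higher and 190 lower in Ivl tumours. Within the 15 libraries 130 differed (68 higher, 62 lower), of which 85 were also among the 756. With the set of 4 as a covariate 449 differed (183 higher, 266 lower). DESeq2 moved the count most upward, to 2161, and leaving out K5 tumour 1 lowered it to 126. Of the 566 genes that were higher, 499 (88.2%) were lower in K5/K14 tumours than in skin within the 15 libraries, against 42.3% of all genes. Values did not overlap for 210 genes (0.656%, with 0.0400% by chance).

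**Figure D3:**
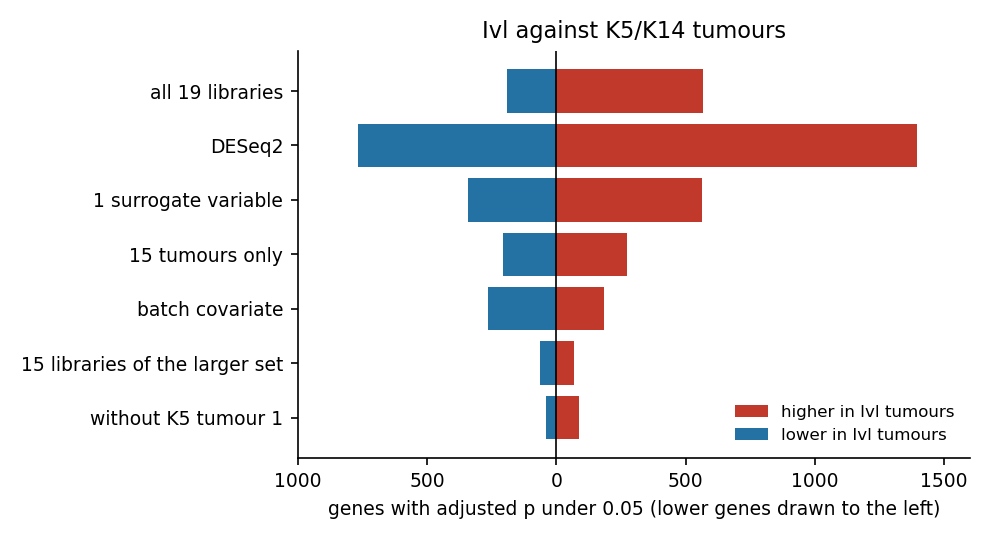
Number of genes higher (right) or lower (left) in Ivl than in K5/K14 tumours at an adjusted p under 0.05, over all 19 libraries and under 6 alternatives, each named beside its bar. The total is 756 over all libraries, 2161 with DESeq2, 449 with the set of 4 as a covariate and 130 within the 15 other libraries.

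Sox2 (ENSMUSG00000074637, GRCm38 chromosome 3, 34650405 to 34652461, a gene of 1 exon) was at 14.7 CPM ± 13.8 (SD, n = 6) in Ivl tumours, 0.788 ± 0.419 (n = 9) in K5/K14 tumours and 1.34 ± 0.423 (n = 4) in skin. The log2 fold change of Ivl against K5/K14 tumours was 4.22 ± 0.59 (SE, edgeR adjusted p 0.0024). Over its alternatives it ranged from 3.84 to 4.90, with adjusted p up to 0.029, and within the 15 libraries it was 4.69 (adjusted p 4.6e-04). All 6 Ivl tumours lay above all 9 K5/K14 tumours. The two-sided exact permutation p was 0.0002 over 5005 splits of the 15 tumours and 0.0061 over 165 splits of the 11 tumours outside the set, the smallest possible in each. Krt13 (ENSMUSG00000044041, chromosome 11, 100117327 to 100121566) was at 1106 CPM ± 1138, 11.96 ± 5.89 and 0.748 ± 0.273 in the same groups. Krt4 (ENSMUSG00000059668, chromosome 15, 101918535 to 101924735) was at 25.1 ± 29.4, 0.819 ± 0.622 and 1.2 ± 0.875. Their log2 fold changes were 6.53 ± 0.86 (adjusted p 0.0019) and 4.94 ± 0.73 (adjusted p 0.0034), and 7.04 and 5.43 within the 15 libraries. Both had the same permutation p-values as Sox2. Of the 25 genes of the study, the gene Ivl was the fourth that differed (-1.70 ± 0.44, adjusted p 0.047), and it did not within the 15 libraries (adjusted p 0.417). Adjusted over the list alone, 8 differed.

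**Figure D4:**
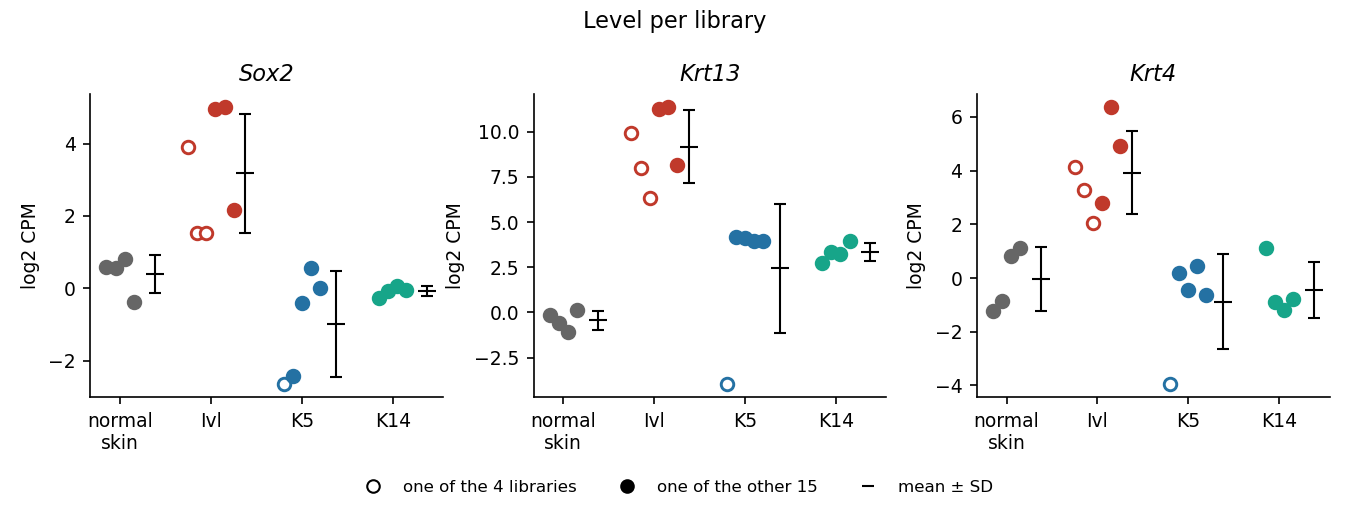
Log2 CPM of Sox2, Krt13 and Krt4 in each library, by group, with the mean and SD of each group and open circles for the set of 4 libraries. For each gene all 6 Ivl tumours lie above all 9 K5/K14 tumours.

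By the rule for named genes, Slc9a3 (ENSMUSG00000036123, chromosome 13, 74121457 to 74169442; log2 fold change 2.74 ± 0.33, edgeR adjusted p 0.0012), Grik3 (4.63) and Thsd4 (3.06) were higher in Ivl tumours. Slc9a3 was at 3.88 CPM ± 1.67 (SD, n = 6) in Ivl tumours, 0.579 ± 0.232 (n = 9) in K5/K14 tumours and 4.13 ± 2.15 (n = 4) in skin. In K5/K14 tumours all 3 genes were lower than in skin (-2.83, -3.25 and -3.76). Col12a1 (-1.82, adjusted p 0.0024) and Podnl1 (-2.14) were lower in Ivl tumours, and Col12a1 went from 1212 CPM ± 280 (n = 9) in K5/K14 to 343 ± 107 (n = 6) in Ivl tumours. These genes passed within the 15 libraries too. Among the lists, fibroblast (-1.01), endothelial (-0.89), MAPK output (-0.47), STAT3 and IL-6 response (-0.58) and trunk HOX (-1.89) genes were lower, and hair follicle (3.49), craniofacial position (1.04) and oral and mucosal epithelium (1.90) genes higher in Ivl tumours. The craniofacial and the oral and mucosal lists held under fry. Single libraries decided some of these results. The craniofacial list did not pass with camera without Ivl tumour 6 (0.73, adjusted p 0.118), Ivl tumour 3 (0.91, 0.0789) or K14 tumour 2 (0.98, 0.0534), nor the STAT3 and IL-6 response without Ivl tumour 1 (-0.39, 0.0937). MAPK output did not pass without Ivl tumour 3 or 6 or K5 tumour 4 or 5 (-0.42 to -0.37, 0.0563 to 0.162). Without Ivl tumour 1 the value for trunk HOX genes was -2.85. The STAT3 and IL-6 response (-0.10, camera adjusted p 0.782) and MAPK output (-0.34, adjusted p 0.144) lists did not pass within the 15 libraries. The fibroblast (-1.37), endothelial (-0.94), trunk HOX (-1.95), hair follicle (2.93), craniofacial (0.94) and oral and mucosal (2.43) lists did. The genes of the study (0.70), MYC targets (0.16) and p53 targets (0.33) passed there too, each higher in Ivl tumours. Over all 19 libraries the MYC targets had the opposite sign (-0.15) and did not pass, so their direction depended on the libraries used. Of the 9 lists that passed within the 15 libraries 3 held under fry, namely oral and mucosal epithelium, the genes of the study and p53 targets. The first 2 lists share 4 genes, and the study chose its genes on these samples, so they are not independent results. The craniofacial list had a fry adjusted p of 0.0502. Ivl tumour 6, 1 of the 3 Ivl tumours there, decided the craniofacial (0.18 without it, camera adjusted p 0.565), trunk HOX (-0.63, 0.166) and hair follicle (1.48, 0.387) results. Without Ivl tumour 4 the value for trunk HOX genes was -2.93 and the hair follicle list did not pass (2.50, 0.0803), while its value without Ivl tumour 5 was 4.81. The p53 targets did not pass without Ivl tumour 5 (0.27, 0.0648), and MYC targets ranged from 0.05 (without Ivl tumour 5) to 0.29 (without Ivl tumour 6), past the threshold in each case.

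K5 and K14 tumours were compared with each other before they were merged. Over all 19 libraries 0 genes differed, with 1945 at an unadjusted p under 0.05 and a smallest adjusted p of 0.247. DESeq2 moved this most, to 174 genes. Leaving out each library in turn gave 0 genes in all 19 fits. The fit without K5 tumour 1 compared the same 4 K5 and 4 K14 tumours as the 15 libraries do, but kept Ivl tumours 1, 2 and 3. Within the 15 libraries 17 genes differed between 4 K5 and 4 K14 tumours, 7 higher and 10 lower in K5. Chosen after their values were seen, the HOX genes among them were Hoxa9 (ENSMUSG00000038227, chromosome 6, 52223100 to 52231089), Hoxb8, Hoxb9 and Hoxc10. In K5 tumours Hoxa9 was at least 351-fold lower (edgeR adjusted p 1.7e-04), Hoxb8 at least 69.7-fold and Hoxc10 at least 23.9-fold, while Hoxb9 had a log2 fold change of -5.75 (adjusted p 0.045). Hoxc10 overlaps Hoxc5, which leaves its counts uncertain. K5 tumour 1, outside these 15 libraries, held 6.96, 30.3, 20.5 and 2.99 CPM of Hoxa9, Hoxb8, Hoxb9 and Hoxc10. Of the lists, melanocyte (1.72), MAPK output (0.72), MYC target (0.20) and STAT3 and IL-6 response (0.56) genes were higher and hair follicle (-3.23), trunk HOX (-1.83) and distal limb position (-0.61) genes lower in K5 tumours over the 19 libraries. MAPK output and distal limb position held under fry. The melanocyte list did not pass within the 15 libraries (1.08, camera adjusted p 0.0641) and the other 6 did, of which trunk HOX (-2.79) and distal limb position (-0.54) held under fry and MAPK output did not (0.78, fry adjusted p 0.0639). Of the hair follicle genes 3 were at the floor in K5 tumours, so the size of the list difference is uncertain. The hair follicle result rested on K14 tumour 1, without which its value was -1.59 (camera adjusted p 0.0690) over the 19 libraries and -1.54 (0.194) within the 15. The list mean was 6.66 log2 CPM in K14 tumour 1, 2.48, -1.21 and -1.55 in the other K14 tumours and -1.98 to -1.48 in K5 tumours. Over the 19 libraries MYC targets did not pass without K5 tumour 2 (0.10, 0.378) or K14 tumour 1 (0.11, 0.115), nor the STAT3 and IL-6 response without K14 tumour 2 (0.27, 0.0724). Without K5 tumour 1 the melanocyte list was at 1.08 and trunk HOX genes at -2.80. Among the 15, MYC targets were at 0.19 without K5 tumour 2 and the STAT3 and IL-6 response at 0.42 without K14 tumour 2, both past the threshold, and distal limb position did not pass without K5 tumour 5 (-0.40, 0.0517). Of the 25 genes of the study, Dusp6 alone differed when adjusted over the list alone (1.51, adjusted p 0.0026), and 0 did over all genes (0.503 for Dusp6).

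**Figure D5:**
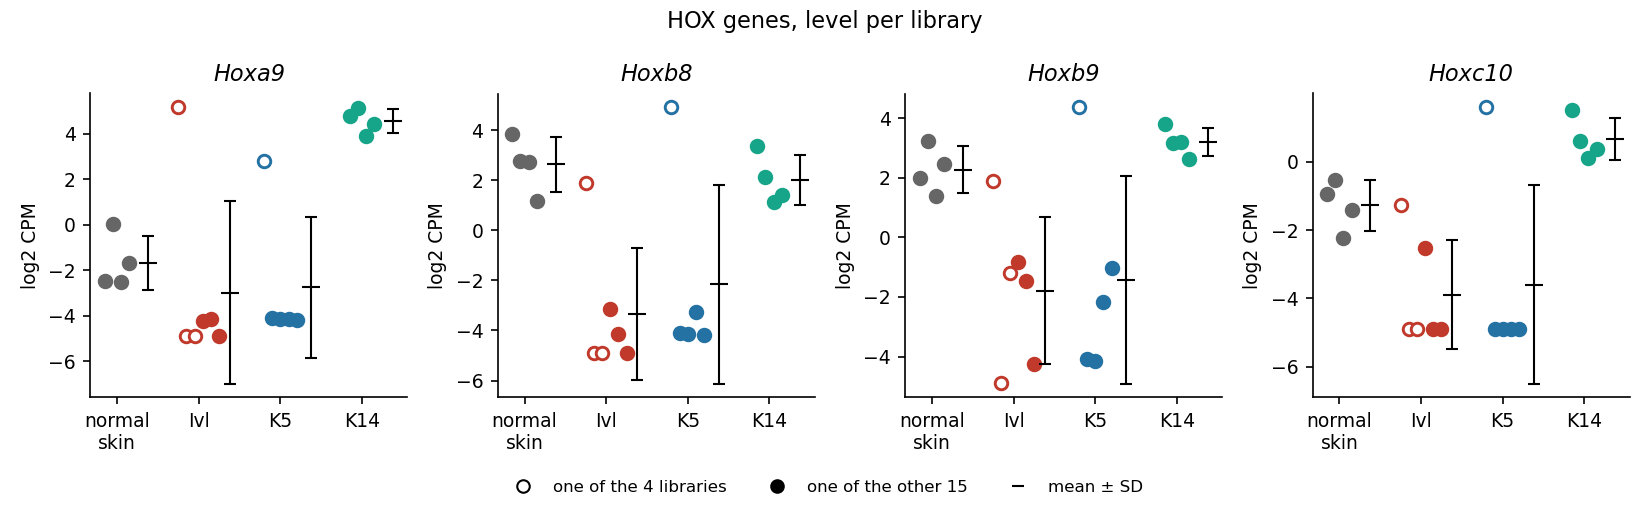
Log2 CPM of Hoxa9, Hoxb8, Hoxb9 and Hoxc10 in each library, by group, with the mean and SD of each group and open circles for the set of 4 libraries. The 4 other K5 tumours lie below all 4 K14 tumours for each gene, and K5 tumour 1 lies above those 4 K5 tumours.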

Values the study reported

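The study found no differentially expressed genes between K5 and K14 tumours and merged them. Of the genes upregulated against normal skin, it gave 82.8% as shared between the Ivl and the K5/K14 tumours. It counted 253 of the shared genes at a log fold change above 3 with an adjusted p below 0.001. Between Ivl and K5/K14 tumours it described a small number of differentially expressed genes, with SOX2 as a main difference. Their number is not given in its text. By staining, it found SOX2 protein raised in Ivl tumours relative to K5 and K14 tumours. KRT4 and KRT13 protein did not differ substantially between its models. It also described SOX9 protein spreading to the basal layer of tumours and increased Ki67 staining. Protein staining is another measure than the RNA of whole tissue given above.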

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

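All tests of explanations in this part were chosen after the results had been seen. In groups of 4 to 6 libraries, 116 combinations of 29 measures and 4 groups were examined for a library far from the rest of its group by Dixon's criterion, and 12 were found where chance gives 5.8. Of these 12, 8 belonged to the set of 4 libraries (Ivl tumours 1, 2 and 3 and K5 tumour 1), 5 of them to K5 tumour 1 and 2 to Ivl tumour 1.

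K5 tumour 1 had 6623 genes with a count of 0, against 9837 to 10882 in the other K5 tumours. Its log2 CPM was -3.93 for Krt4 and -3.93 for Krt13, 12.14 for Krt6a and 2.66 for Pitx1, each below the other K5 tumours. The values of Krt4 and Krt13 are near the floor, since 0 counts give -4.89, so they rest on very few counts. The other K5 tumours held Krt13 at 3.95 to 4.16. Ivl tumour 1 had a low Krt5 (11.45) and Krt14 (12.46), and Ivl tumour 2 a low Ly6a (7.08). A batch adjustment that had no term for the groups could have set these libraries apart, since it shifts a batch as a whole until its mean equals that of the other libraries, skin included. A batch with 3 Ivl tumours high in Krt4 and Krt13 would be shifted down for these genes, and K5 tumour 1 with it. How far such a shift accounts for the 8 values was not tested. For these libraries the adjustment and a difference between single tumours cannot be told apart, since each value rests on 1 library. Krt6a has a near-identical copy, and Krt6a, Krt5 and Pitx1 overlap other annotated genes, so their counts are uncertain apart from any batch.

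The remaining 4 were outside the set. K14 tumour 1 had a log2 CPM of 1.11 for Krt4, against -1.18 to -0.79 in the other K14 tumours. Normal skin 4 had a Krt6a of 9.75, and normal skin 2 a Dusp6 of 4.62. Normal skin 3 had an Il24 of -4.54, which is 1 count where the other skin libraries held 0, so this value rests on the depth. No explanation was tested for these 4, and they number fewer than chance gives.

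Between Ivl and K5/K14 tumours, 4 of the 25 genes of the study differed in their change from normal skin. Sox2 differed by 4.22, Krt4 by 4.94 and Krt13 by 6.53 on the log2 scale, and the gene Ivl by -1.70. If the batch adjustment were the cause, the differences would be lost within the 15 libraries outside the set. For Sox2, Krt4 and Krt13, all 3 stayed past an adjusted p of 0.05 there, with the same sign, which argues against it. The gene Ivl had an adjusted p of 0.417 there with 3 Ivl tumours, so for this gene the adjustment and a difference between origins cannot be told apart. A different place of the tumours on the body would be a further explanation of Sox2. Of the 6 Ivl tumours, 3 had trunk HOX and craniofacial means inside the range of the K5/K14 tumours. Ivl tumour 1 (trunk HOX mean 3.22) lay inside only because of K5 tumour 1 (3.49), and both belong to the set. The next highest K5/K14 value was 2.30. The lowest log2 CPM of Sox2 among these 3 Ivl tumours was 3.91, and the highest among K5/K14 tumours was 0.565. The Ivl tumours outside the range held less Sox2, at 1.52 to 2.18, but also more than all K5/K14 tumours. The trunk HOX range ran from -2.52 to 3.49, which marks site too loosely for this test to decide whether site was a cause. Site and the cell of origin, which the design names, both stay among the open explanations.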

How the results depend on the processing

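None of the results for single genes, or for lists that passed over all 19 libraries, changed direction under any alternative. Lists that passed only under an alternative were not followed in this way. Among them, MYC targets between Ivl and K5/K14 tumours went from -0.15 over all 19 libraries, without passing, to 0.16 within the 15. The balance of raised and lowered genes also changed. In Ivl tumours against skin, 56.8% of the changed genes were raised, against 45.6% with DESeq2 size factors, 45.6% with the set of 4 libraries as a covariate, 40.4% within the 15 libraries, 46.3% without Ivl tumour 3 and 49.6% without Ivl tumour 2. The share was higher with only the libraries of the compared groups (60.9%), without Ivl tumour 6 (65.7%, the highest with 1 library left out) and, as given below, with the replicate block. Between Ivl and K5/K14 tumours, 566 higher and 190 lower genes became 183 higher and 266 lower with the covariate. The log2 fold change of Sox2 between Ivl and K5/K14 tumours stayed past its threshold in every alternative that kept the adjusted p of 0.05, from 3.84 to 4.90. The count for Ivl tumours against skin rose from 11515 to 17566 within the 15 libraries, a setting chosen after seeing the data, and ranged from 9172 to 14756 when each library was left out in turn. That for K5/K14 tumours against skin fell from 19916 to 11489 with protein-coding genes only (also chosen after seeing the data), where fewer genes were tested, and ranged from 17756 to 20472 over the libraries left out. At an adjusted p under 1e-05 and an absolute log2 fold change over 1.5, 3 genes were left for Ivl tumours against skin (all lowered). For K5/K14 tumours against skin 959 were left (767 raised, 192 lowered), the reverse of the balance at the main threshold. For Ivl against K5/K14 tumours 0 were left, with 6754 genes at an unadjusted p under 0.05.

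The count for Ivl against K5/K14 tumours depended most on the processing. From 756 it went to 449 with the set of 4 libraries as a covariate, 130 within the 15 libraries, 501 with protein-coding genes only, 477 with only the libraries of the compared groups and 2161 with DESeq2. Across the 19 fits that each left out 1 library it ranged from 126 (without K5 tumour 1) to 1327 (without K14 tumour 1). Between K5 and K14 tumours, the count stayed at 0 in all 19 of those fits. It became 17 within the 15 libraries, 2 with only the compared libraries and 174 with DESeq2. In simulated data DESeq2 made 21 false calls for 5 against 4 unchanged libraries. Apart from the fewer genes or libraries in some of these fits, the cause was not tested.

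The share of raised genes common to both tumour groups fell from 79.1% to 62.1% with only the compared libraries and 65.0% with the skin libraries divided. The 345 genes strongly raised in both became 3 and 41.5 (median of 6 divisions, 0 to 107) in these settings and 174 with protein-coding genes only. The correlation of 0.869 became 0.915 with the covariate, 0.910 within the 15 libraries and 0.766 with the divided skin. Of the 33 list results, 0 held under an estimated correlation. Of the 18 named genes, 18 passed in each alternative examined at the main threshold, except the replicate block and protein-coding genes only. In the latter 12 passed because the other 6 were not tested. The named genes were not counted with the skin libraries divided. The stricter thresholds left 0 genes for Ivl against K5/K14 tumours and 0 raised genes for Ivl tumours against skin, so the genes named there did not pass.

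Replicate numbers recur across groups. Of 25 pairs with the same number, 9 had deviations correlated over 0.1 (median 0.018, highest 0.212). Of 109 pairs with different numbers, 29 did (median -0.035, highest 0.411). These values give no clear sign that the numbers pair the samples, but do not exclude a weak pairing. With the replicate block, 46 genes differed between Ivl and K5/K14 tumours (33 higher, 13 lower), and 7700 between Ivl tumours and skin, of which 70.7% were raised (5446 raised, 2254 lowered). The share of raised genes common to both tumour groups was 72.96%, 150 genes were strongly raised in both and 17 of the 18 named genes passed.

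Of 63 results for single genes, 54 never changed in the alternatives that kept the main threshold. Of the others, 8 became weaker under an alternative set before the data were seen, 4 when a library was left out and 2 under one added later. Among 33 list results, 33 became weaker under an alternative set before the data were seen, 7 when a library was left out and 6 under one added later.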

Other observations

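The tests in this part were chosen after the results had been seen, except those of stromal content and of site in the comparisons of tumour groups and of tumours with skin, and the splits of all 19 libraries. The clearest technical pattern is the set of Ivl tumours 1, 2 and 3 and K5 tumour 1, whose mean equalled that of the other 15 libraries for 96.6% of genes. A candidate explanation is that the batch adjustment was run on these as one batch without a term for the groups, which in simulated counts left 96.0% of 2979 genes within the window. That the study describes batches of such sizes adds nothing to this, as the scan was run at that size. An adjustment with a group term would make them match the other tumours instead, and only 23.96% of genes did. The 4 libraries were not alike. Of 791 genes at least 8 times higher in skin than in the 11 other tumours, 83.2% were above all 11 in Ivl tumour 2 and 80.2% in Ivl tumour 3, but 15.8% in Ivl tumour 1 and 18.7% in K5 tumour 1.

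This bears on the comparison of Ivl with K5/K14 tumours, since 3 of the 4 libraries were Ivl tumours. Of the genes raised in Ivl tumours over 19 libraries, 88.2% were lower in K5/K14 tumours than in skin within the 15 libraries, against 44.1% of the genes raised within those 15. A part of the 566 raised genes may therefore reflect the adjustment.

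Transcripts without a poly(A) tail were higher in all 4 skin libraries than in all 11 tumours in 51.5% of cases, while 0 of 18 proliferation genes were. This is consistent with RNA without a poly(A) tail in the skin libraries, such as another library preparation would leave. The methods of the study describe poly(A) libraries, and rRNA depletion for Ivl tumours sequenced beside tumours with SOX2 overexpression. They do not tie rRNA depletion to normal skin. Since skin was in no other group, library preparation and tissue cannot be told apart for genes outside this class.

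A lower share of other cells in tumours would lower the markers of all other cell types alike. In K5/K14 tumours against skin within the 15 libraries, the means of the fibroblast and skeletal muscle lists lay 7.35 log2 apart. This argues against a plain dilution as the whole cause for these markers. It does not bear on the raised genes, which a larger share of keratinocytes could raise. Over all 19 libraries the median log2 fold change of basal keratinocyte genes was 0.86 in Ivl and 1.51 in K5/K14 tumours. Of the raised genes, 67.4% in Ivl and 36.1% in K5/K14 tumours lay above that median. Between Ivl and K5/K14 tumours, 2 of 8 stromal and blood cell lists (fibroblast and endothelial) passed with camera, both lower in Ivl tumours, and neither held under fry, so stromal content cannot be told apart from a change within cells. The trunk HOX list was lower in Ivl than in K5/K14 tumours by -1.95 within the 15 libraries, without holding under fry or without Ivl tumour 6 (-0.63, camera adjusted p 0.166), so for the comparison as a whole the site of the tumours also cannot be told apart from their origin. The study describes Ivl tumours on the paws, ears and lips as well as the back, and tumours of the basal models on the back alone, without tying a site to a library.

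Other splits of the same libraries were tested for each comparison. Over all 19 libraries, 1 of 80 splits gave as many genes as Ivl tumours against skin, 1 of 80 for K5/K14 tumours against skin, 2 of 80 for Ivl against K5/K14 tumours and 80 of 80 for K5 against K14 tumours, where the count was 0 (3 of 80 by the count at an unadjusted p under 0.05). These counts include the real split. The other split of Ivl against K5/K14 tumours gave 2069 genes. It joined 3 of the 4 libraries of the set, but 8 further splits that did so gave at most 1 gene. It also joined Ivl tumours 2, 3 and 6 and K14 tumour 1, the 4 tumours with the highest means of hair follicle and of skeletal muscle genes, which 0 of the other splits drawn did. Within the 15 libraries the numbers were 1 of 35, 1 of 80, 2 of 80 and 1 of 35.

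The other split within the 15 libraries, of Ivl against K5/K14 tumours, gave 160 genes. It joined K14 tumour 1 with Ivl tumours 4 and 6, the 3 of these 11 tumours with the highest mean of hair follicle genes. With that mean as a covariate, 89 of the 130 genes that differed between Ivl and K5/K14 tumours within the 15 libraries stayed past the threshold with the same sign, which argues against hair follicle content as the whole cause, and Sox2 had a log2 fold change of 4.77.

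K5 and K14 tumours may have lain at different places on the body. Of 11 HOX genes of paralogue groups 6 to 10 that did not pass singly within the 15 libraries, 10 were lower in K5 tumours, with a median log2 difference of -3.39, also with the 3 genes at the floor set to their bound (fry p 7.2e-04), while 9 of 15 genes of groups 1 to 5 were lower (median -0.27, fry p 0.749). A general difference in stromal content would move the fibroblast list with them, and its mean change was 0.321. K5 tumour 1, in the set of 4 libraries, held trunk HOX genes at 3.49 (mean log2 CPM), above all K14 tumours (0.55 to 2.30). Since the study places tumours of both basal models on the treated area of the back, a difference of site would have to lie within the back or go against that description. Site is thus only a hypothesis for 4 K5 tumours, and the labels do not give it.

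Glutathione genes, chosen after their values were seen, were higher in Ivl than in K5/K14 tumours within the 15 libraries, with log2 fold changes of 2.38 for Gclm (edgeR adjusted p 4.2e-05), 1.42 for Gclc (0.024), 3.81 for Gsta3 (0.0088), 2.08 for Gstm1 (0.023) and 1.03 for Gss (0.018). A wider response of NRF2 targets might be involved. Of 18 other NRF2 targets 16 were higher (median log2 0.28, camera p 2.8e-05, 0.042 with an estimated correlation, fry p 0.0085), none of them past the threshold singly. Over all 19 libraries the camera p was 0.171, so the list result rests on the 15 libraries with 3 Ivl tumours.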
